# Genetic Deletion of the *LINC00520* Homolog in Mouse Aggravates Angiotensin II-Induced Hypertension

**DOI:** 10.3390/ncrna9030031

**Published:** 2023-05-15

**Authors:** Xiaofang Tang, Chih-Hung Lai, Naseeb K. Malhi, Rahuljeet Chadha, Yingjun Luo, Xuejing Liu, Dongqiang Yuan, Alonso Tapia, Maryam Abdollahi, Guangyu Zhang, Riccardo Calandrelli, Yan-Ting Shiu, Zhao V. Wang, June-Wha Rhee, Sheng Zhong, Rama Natarajan, Zhen Bouman Chen

**Keywords:** LEENE, hypertension, ECs, LncRNA

## Abstract

(1) Background: Hypertension is a complex, multifactorial disease that is caused by genetic and environmental factors. Apart from genetic predisposition, the mechanisms involved in this disease have yet to be fully understood. We previously reported that LEENE (lncRNA enhancing endothelial nitric oxide expression, transcribed from *LINC00520* in the human genome) regulates endothelial cell (EC) function by promoting the expression of endothelial nitric oxide synthase (eNOS) and vascular growth factor receptor 2 (VEGFR2). Mice with genetic deletion of the *LEENE/LINC00520* homologous region exhibited impaired angiogenesis and tissue regeneration in a diabetic hindlimb ischemia model. However, the role of LEENE in blood pressure regulation is unknown. (2) Methods: We subjected mice with genetic ablation of *leene* and wild-type littermates to Angiotensin II (AngII) and monitored their blood pressure and examined their hearts and kidneys. We used RNA-sequencing to identify potential *leene*-regulated molecular pathways in ECs that contributed to the observed phenotype. We further performed in vitro experiments with murine and human ECs and ex vivo experiments with murine aortic rings to validate the select mechanism. (3) Results: We identified an exacerbated hypertensive phenotype of *leene*-KO mice in the AngII model, evidenced by higher systolic and diastolic blood pressure. At the organ level, we observed aggravated hypertrophy and fibrosis in the heart and kidney. Moreover, the overexpression of human LEENE RNA, in part, restored the signaling pathways impaired by *leene* deletion in murine ECs. Additionally, Axitinib, a tyrosine kinase inhibitor that selectively inhibits VEGFR suppresses LEENE in human ECs. (4) Conclusions: Our study suggests LEENE as a potential regulator in blood pressure control, possibly through its function in ECs.

## 1. Introduction

High blood pressure (BP), or hypertension (HTN), is a worldwide epidemic and a major risk factor for cardiovascular diseases (CVD), including but not limited to heart failure, peripheral vascular disease, and stroke, as well as chronic kidney disease [1]. HTN is classified into essential or primary (accounting for 95% of all cases) and secondary types [2]. Essential HTN has no clearly identifiable causes but is largely thought to arise through a combination of factors, including genetic predispositions, lifestyle, and certain medical conditions (such as diabetes) [3]. Although pharmacotherapies have been shown to be effective in BP control in some patients with HTN, it remains challenging to achieve optimal BP control in others. In addition, many patients experience side effects from medications [4]. Therefore, there is an urgent need to better understand the molecular mechanism of HTN to develop targeted therapeutic treatment [5].

Accumulating data suggest a significant role of genetics in the development of HTN, as supported by the association between HTN and single nucleotide polymorphisms (SNPs) in genes related to BP regulation (e.g., angiotensinogen and angiotensin-converting enzyme [6,7]. However, genetics only explains a small portion of HTN [8,9], suggesting that other mechanisms, such as epigenetics, may be involved in the development of HTN. Identification of these epigenetic mechanisms underlying HTN can provide valuable information to develop improved treatment strategies for the management of HTN with higher precision.

The endothelial cell (EC) lining of blood vessels is key to BP maintenance. ECs control vascular reactivity and BP by releasing paracrine signaling molecules, such as nitric oxide (NO). Disruption of endothelial homeostasis alters the release of EC-derived factors (e.g., impaired NO production), leading to vasoconstriction and elevated BP [10]. Long noncoding RNA (lncRNAs), defined as non-coding RNAs comprising >200 nucleotides in length, have emerged to be important epigenetic regulators in EC biology and vascular function [11]. Numerous lncRNAs have been identified to mediate physiological and pathophysiological processes in the cardiovascular system [12,13]. However, research on the relationship between lncRNAs and HTN is still limited.

Several lncRNAs have been shown to be regulated by Angiotensin II (AngII) [14,15,16,17] or play a role in BP control [18]. For example, lncRNA Giver was found to be a partially conserved lncRNA in human, mouse, and rat vascular smooth muscle cells (VSMCs), and it is induced by AngII. Giver knockdown inhibited AngII-induced oxidative stress and proliferation in VSMCs. Another lncRNA, AK098656, also enriched in VSMCs, is only expressed in humans, and is upregulated in the plasma of hypertensive patients. AK098656-transgenic rats developed spontaneous hypertension, with increased VSMC synthetic phenotype and narrowed resistant arteries [19]. On the other hand, studies have also shown that AngII can regulate lncRNAs in ECs, which may, in turn, modulate EC viability, apoptosis, and migration [20,21]. However, it is not yet known whether the perturbation of an endothelial lncRNA can impact BP.

We have initially reported on the important role of a lncRNA that enhances endothelial nitric oxide synthase (eNOS) expression (LEENE) in the regulation of EC function [22]. Transcribed from the human *LINC00520* region, LEENE (NR025797.1) transcriptionally enhances the expression of eNOS and VEGF receptor 2 (vascular endothelial growth factor receptor 2, VEGFR2/KDR) and, in turn, promotes endothelial homeostasis and angiogenesis [23]. Mouse with genetic deletion of the *LEENE* homologous region (i.e., *leene*-KO) exhibited impaired hindlimb recovery after an ischemic injury in a diabetic model [23]. In the present study, we investigated the role of LEENE/leene in BP regulation and identified the potential underlying mechanisms.

## 2. Results

### 2.1. Leene-Knockout (KO) Mice Develop Higher BP in an Angiotensin II (AngII)-Induced HTN Model

To identify the role of LEENE in BP regulation, we used *leene*-KO mice (also referred to as KO mice hereafter), in which the syntenic region of human *LEENE/LINC00520* (mm39 chr14: 48,019,230–48,066,4410) was deleted using the previously described CRISPR-cas9 system [23]. Of note, this targeted region encodes three lncRNAs, i.e., Gm41148 (which is the putative mouse leene homolog), Gm49302 (a lncRNA embedded in the intron of *Gm41148*), and Gm35360 (a lncRNA divergently transcribed immediately upstream of *Gm41148*). According to the homology analysis, Gm41148 shares the highest conservation with human LEENE, and its expression levels are much higher than the other two lncRNAs in the heart and aorta [23]. Of note, there are two isoforms of leene (i.e., Gm41148-201 and 202), and we used a primer set that detects both isoforms. While the levels of Gm41148/leene were drastically decreased in the KO mice, the levels of Gm49302 and 35360 were not significantly different between the KO and their WT littermates (Supplementary Figure S1). Under the basal condition, we did not observe a significant difference in BP or cardiac function in WT vs. KO mice [23] (Supplementary Figure S2). However, when we challenged these mice to AngII infused subcutaneously through an osmotic minipump (Figure 1A), KO mice developed more severe HTN, evident by both higher systolic and diastolic BP, as compared to WT littermates (Figure 1B,C). The same experiments performed with mice of different ages (i.e., 2, 4, and 6 months old) generated consistent results, i.e., that *leene*-KO developed higher BP than WT mice (Supplementary Figure S3). Furthermore, compared to no mortality observed in the AngII-infused WT animals (0 out of 24), AngII caused significantly higher mortality in KOs (8 out of 38) (Figure 1D).

### 2.2. Leene-KO Aggravates AngII-Induced Cardiac Hypertrophy and Pathology

As a major target organ of AngII, the heart undergoes hypertrophic and structural changes under AngII treatment, which may lead to cardiac failure [24,25]. In line with the aggravated HTN, KO mice showed a higher heart weight (Figure 1E–G), indicative of more severe cardiac hypertrophy. Of note, body weight was not significantly different between WT and KO mice (Supplementary Figure S4). *Leene*-KO mice also exhibited worsened cardiac function, as revealed by a marked reduction in fractional shortening (%FS) and ejection fraction (%EF), along with no significant change in heart rate, as compared to the WT littermates (Figure 2A–D). At the histological level, compared to WT mice, the heart from *leene*-KO mice exhibited more pronounced hypertrophic and fibrotic phenotypes, characterized by the increased size of cardiomyocytes (Figure 2E,F) and Masson Trichrome staining (Figure 2G,H), respectively. In contrast, vascular density as marked by CD31 staining in the heart, was significantly decreased in KO mice (Figure 2I,J).

In line with these histological changes, several hallmark genes for pathological cardiac remodeling and fibrosis, including *BNP* (brain natriuretic peptide), *MYH7* (myosin heavy chain 7), and *COL1* (Type 1 collagen), were all increased in the heart from KO mice, as compared to the WT (Figure 2K). In contrast, hallmark genes governing EC homeostasis and maintaining physiological BP, such as NOS3 (which encodes) eNOS [26], *KLF2* (Krüppel-like factor 2) [27], *KLF4* (Krüppel-like factor 4) [28], and *ATP2B1* (ATPase Plasma Membrane Ca^2+^ Transporting 1), were decreased [29]. Moreover, genes that are known to promote HTN, such as NOS1 (which encodes inducible NOS/iNOS) [30] and *AGF* (Angiopoietin-Related Growth Factor), were increased in the KO hearts when compared with WT littermates (Figure 2K).

### 2.3. AngII Infused Leene-KO Mice Show Aggravated Kidney Damage

HTN is known to impact renal structure and function, which can exacerbate the hypertensive phenotype. Thus, we also performed histological studies on the kidneys of the AngII-infused mice. The glomerular size was larger in the kidneys of KOs than in the WT mice (Figure 3A,B). KO mice also exhibited more buildup of glomerular basement membrane (GBM), as indicated by PAS staining (Figure 3C,D) and increased collagen deposition in the kidneys (Figure 3E,F). Taken together, these results indicate aggravated renal damage and fibrosis in AngII-challenged mice due to *leene* deletion.

### 2.4. Potential Role of Endothelial LEENE in BP Regulation

We previously demonstrated that the level of leene is much higher in ECs as compared to non-ECs in various mouse tissues, including the artery and heart [23]. To further confirm this, we found that the leene levels were the highest in ECs as compared to cardiomyocytes, fibroblasts, and VSMCs in mice (Supplementary Figure S5). Thus, to identify the potential mechanism underlying the observed hypertensive phenotype in *leene*-KO mice, we investigated the effect of *leene*-KO in the transcriptome of ECs using RNA-seq. 

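RNA was sequenced from 3 WT and 3 leene-KO libraries of lung ECs, all from male mice infused with AngII for 2 weeks. The paper's methods describe magnetic sorting with an antibody against CD144 (VE-cadherin), whereas the sample labels name CD31 (PECAM1). The labels also describe pooling of the cells of 3 mice in each group, and the legend of Figure 4 gives 3 mice per group, so it was not settled whether a library holds 1 mouse or a pool. The number of replicates below therefore counts libraries. The authors deposited the number of reads counted on each gene, without normalization. The counts were made with featureCounts 2.0.0 on the Ensembl release 84 annotation of the mouse genome GRCm38, on the strand given by the library kit, and reads that aligned to several places or overlapped several genes were not counted. Near-identical genes, such as Hspa1a and Hspa1b, can lose reads in this way. The paper's methods also name the hg38 genome and TPM values, but the deposited values are whole-number counts on mouse genes.

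Counts per library totaled 29744498, 35184063 and 24464324 in WT replicates 1, 2 and 3, and 26159650, 29189294 and 27993484 in KO replicates 1, 2 and 3. Mitochondrial genes took 37.4%, 38.5% and 54.5% of the counts in the WT libraries and 46.2%, 40.4% and 38.2% in the KO libraries. Of 47729 genes in the annotation, 14625 passed edgeR's filter on low counts. Libraries were scaled by edgeR's TMM method, whose factors ran from 0.874 in WT replicate 3 to 1.37 in WT replicate 1. Genotype was the only term of the model, genes were tested with the quasi-likelihood test of edgeR 4.0.16, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The biological coefficient of variation between replicates was 0.256. With 3 libraries against 3, an exact permutation test of a single gene cannot give a p below 0.1.

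The deleted region was looked at first. Gm41148, the putative mouse leene, lies on chromosome 14 of GRCm38 from 47790968 to 47805349 on the minus strand and has 2 annotated transcripts in GENCODE. Gm49302 lies inside it from 47800740 to 47801465 on the same strand, and Gm35360 runs from 47805235 to 47823104 on the plus strand. The Ensembl release used for counting lists none of the 3 genes, so their levels were not analysed here and the genotypes are those of the sample labels. Within 1 Mb of Gm41148, 15 genes were tested. None of them differed at an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment), 3 had an unadjusted p under 0.05, and their log2 fold changes lay between -0.58 and 0.49. Ddx3y, a gene of the Y chromosome, was at 36.8 to 46.1 CPM (counts scaled to library size) in the 6 libraries and Xist at no more than 0.405 CPM.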

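Transcripts that mark ECs and other lung cells were compared between the 6 libraries. Pecam1, which encodes CD31, was at 445 ± 135 CPM (SD, n = 3) in WT and 464 ± 92.9 CPM (SD, n = 3) in KO libraries, with a log2 fold change of 0.06 (standard error 0.28, adjusted p = 0.95 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cdh5, which encodes CD144, was at 374 ± 200 CPM in WT and 531 ± 208 CPM in KO. Both differences were smaller than the spread between replicates. The median log2 fold change over 15 EC markers was 0.08, and the list did not stand apart from the other genes (adjusted p = 0.627 from limma's camera test over 21 gene lists). It changed sign when WT replicate 1, WT replicate 2 or KO replicate 1 was left out, at -0.09, -0.05 and -0.10, and the list passed without WT replicate 3, at 0.29 (adjusted p = 0.00879, camera).

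Transcripts of other lung cells were abundant. Sftpc, which marks alveolar type II cells, was at 2051, 24030 and 7562 CPM in WT replicates 1, 2 and 3 and at 19810 to 23840 CPM in the KO libraries. Lyz2, which marks macrophages and alveolar type II cells, was at 1428, 13010 and 4549 CPM in WT and at 11420 to 13360 CPM in KO. The club cell gene Scgb1a1 alone took 1.18% to 3.14% of the counts of a library. WT replicate 2 was thus closer to the KO libraries than to the other WT libraries for Sftpc and Lyz2. The log2 fold change of Sftpc was 0.92 (standard error 0.82, adjusted p = 0.695 from the same quasi-likelihood test). With each library left out in turn it ran from 0.41 to 2.11, the highest being that without WT replicate 2. On the first principal component, which held 42.6% of the variance, the WT libraries were at -63.4, 22.2 and -29.4 and the KO libraries at 21.8, 35.4 and 13.4.

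**Figure D1:**
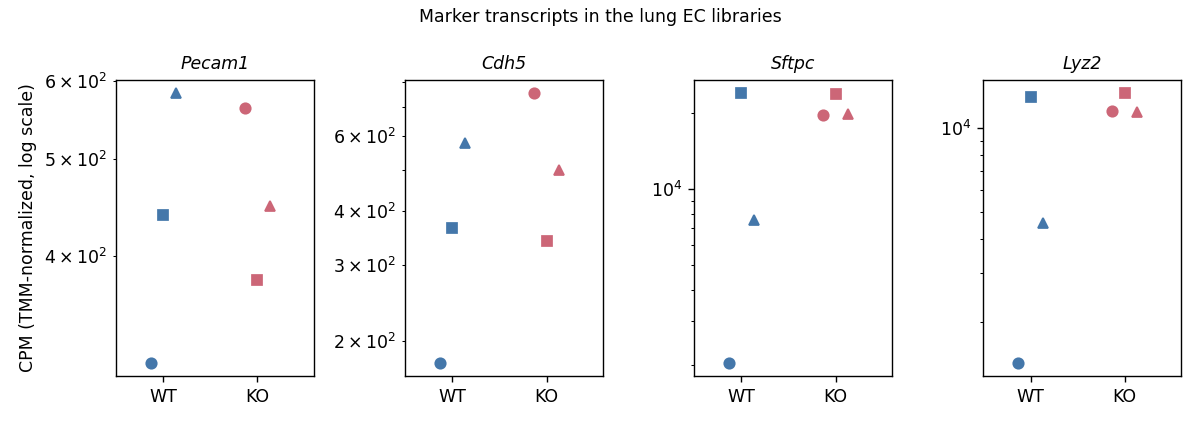
Normalized counts of 4 marker transcripts (CPM, log scale) in the 3 WT (blue) and 3 KO (red) lung EC libraries. Circles, squares and triangles stand for replicates 1, 2 and 3 of each genotype. For Sftpc and Lyz2, WT replicate 2 (24030 and 13010 CPM) lies with the KO libraries.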

To obtain enough RNA for this experiment, we isolated ECs from the lungs of the AngII-infused WT and KO mice. 

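At an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 16 of the 14625 genes tested were DEGs between KO and WT lung EC libraries, with 5 higher and 11 lower in KO. At an unadjusted p under 0.05 there were 1506 genes, of which 822 were higher and 684 lower in KO. For each of the 16 DEGs, every KO library lay on the same side of every WT library. Over all genes tested, 17.8% were separated in this way, against 10% that chance gives with 3 libraries in each group.

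The largest decrease among the DEGs was that of Hspa1b (chromosome 17, 34956436 to 34959238, GRCm38), which was at 18.8 ± 4.13 CPM (SD, n = 3) in WT and 1.81 ± 0.707 CPM (SD, n = 3) in KO, a log2 fold change of -3.37 (standard error 0.31, adjusted p = 0.0188). Hspa1a, its near-identical neighbor, shares reads with it, so the values of this pair are uncertain. The other decreased DEGs were Hsph1 (-2.17), Cdkn1a (-1.71), Tsc22d3 (-1.56), Hspb1 (-1.53), Dusp8 (-1.49), Maff (-1.37), Stip1 (-1.33), Csrnp1 (-1.31), Ahsa2 (-1.22) and Chordc1 (-0.96). The increased DEGs were Dbp (3.15), Ms4a1 (2.69), Cd79a (2.53), Fcrla (2.30) and Cirbp (1.41), where each number is a log2 fold change. Ahsa2, Csrnp1 and Dusp8 were named only after their values were seen.

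The number of DEGs moved most when libraries were left out. It was 791, with 660 higher and 131 lower, without WT replicate 2, and 0 without any of the 3 KO libraries, where 986 to 1112 genes still had an unadjusted p under 0.05. With DESeq2 1.42.0 and its default settings, the tool named in the paper's methods, 187 genes had an adjusted p under 0.05, with 88 higher and 99 lower in KO. All 16 genes were among these 187, and each of the 187 had the same direction in edgeR's test.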

RNA-seq identified 235 differentially expressed genes (DEGs) due to *leene* deletion in ECs, with 102 up- and 133 down-regulated DEGs. 

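Of the immune genes, Cxcr5 (chromosome 9, 44511788 to 44556391, GRCm38), the receptor of the chemokine CXCL13, was at 1.16 ± 1.04 CPM (SD, n = 3) in WT and 6.16 ± 1.30 CPM (SD, n = 3) in KO lung ECs, with a log2 fold change of 2.49 (standard error 0.59, adjusted p = 0.274 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Il21r (chromosome 7, 125603429 to 125633570) was at 0.763 ± 0.478 CPM in WT and 2.76 ± 0.440 CPM in KO, with a log2 fold change of 1.88 (standard error 0.50, adjusted p = 0.307 from the same test). Ccr7 (chromosome 11, 99144196 to 99155077) was at 1.29 ± 0.259 CPM in WT and 5.14 ± 0.718 CPM in KO, with a log2 fold change of 1.99 (standard error 0.25, adjusted p = 0.0507). Cd22 (chromosome 7, 30865402 to 30880342) was at 4.93 ± 1.73 CPM in WT and 15.6 ± 0.830 CPM in KO, with a log2 fold change of 1.67 (standard error 0.27, adjusted p = 0.0993). All 3 KO libraries were above all 3 WT libraries for each of these genes. None passed the threshold over all genes tested, while DESeq2 gave adjusted p-values of 0.00231 for Cxcr5, 0.0374 for Il21r, 2.66e-07 for Ccr7 and 1.2e-05 for Cd22. All 20 tested genes of a list of B cell markers outside Fig. 4C were higher in KO as well, with a median log2 fold change of 1.53. A larger share of B cells or other leukocytes among the sorted cells was not excluded, so a change of the immune genes within ECs is not shown.

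Nos3, which encodes eNOS (chromosome 5, 24364810 to 24384474), was at 44.3, 47.0 and 29.4 CPM in the WT libraries and at 16.8, 25.2 and 21.0 CPM in the KO libraries. Its log2 fold change was -0.94 (standard error 0.22, adjusted p = 0.274 from edgeR's quasi-likelihood test). The flow-responsive transcription factor Klf2 (chromosome 8, 72319033 to 72321656) fell from 271 ± 19.0 CPM (SD, n = 3) in WT to 130.0 ± 13.2 CPM (SD, n = 3) in KO, with a log2 fold change of -1.06 (standard error 0.16, adjusted p = 0.0852 from the same test). Klf4 (chromosome 4, 55527143 to 55532466) fell from 220.0 ± 4.51 CPM to 110.3 ± 8.70 CPM, with a log2 fold change of -1.0 (standard error 0.14, adjusted p = 0.072). Every WT library was above every KO library for the 3 genes, and an exact permutation test gives 0.1 at the lowest for such a separation.

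Enrichment was tested against 844 Reactome pathways with Fisher's exact test (one-sided, Benjamini-Hochberg adjustment), with the 4900 tested genes that belong to any Reactome pathway as background. No pathway passed an adjusted p of 0.05 for the 5 increased DEGs, 2 of which belong to a pathway, or the 11 decreased DEGs, 7 of which do. At an unadjusted p under 0.05 there were 4 pathways for the increased and 11 for the decreased DEGs. With the DEGs of DESeq2, 850 pathways were tested against a background of 5011 genes. There, 0 pathways passed for the increased DEGs, with 13 at an unadjusted p under 0.05. For the decreased DEGs 5 passed, all of the heat shock and stress response, with Attenuation phase first (8 of its 12 genes, adjusted p = 7.41e-12). The pathway eNOS activation had 2 of its 10 genes among those DEGs (adjusted p = 0.251, Fisher's exact test).

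**Figure D2:**
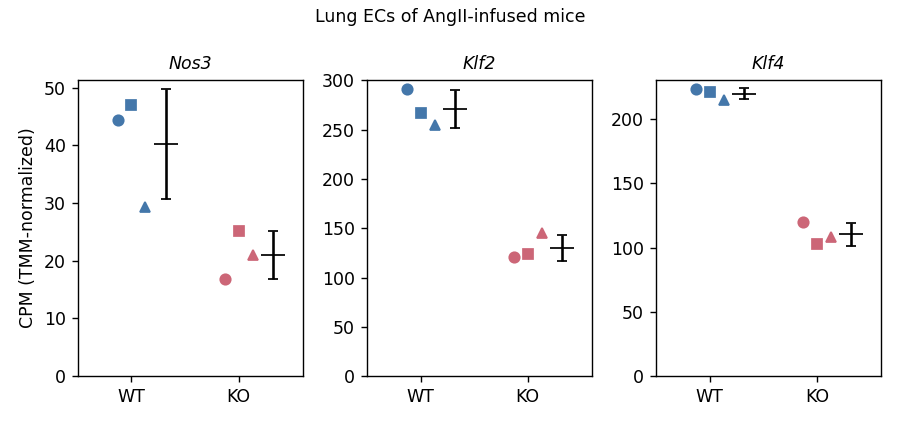
Normalized counts (CPM) of Nos3, Klf2 and Klf4 in the 3 WT (blue) and 3 KO (red) lung EC libraries of AngII-infused mice. Each point is a library, with circles, squares and triangles for replicates 1, 2 and 3, and the black bar is the mean with its SD. The KO libraries lie below the WT libraries for all 3 genes, with Klf4 at 220.0 CPM on average in WT and 110.3 CPM in KO.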

While many immune pathways were enriched in the upregulated DEGs (e.g., *CXCR5*, *IL21R*, *CCR7* and *CD22*) (A,C), pathways such as “lipid and atherosclerosis’ and “fluid shear stress and atherosclerosis” were enriched in the downregulated DEGs (such as *NOS3*, *KLF2* and *KLF4*) (Figure 4B–D).

Next, we tested whether human LEENE (NR025797.1) could reverse the effect of *leene*-KO in ECs by overexpressing LEENE in lung ECs isolated AngII-challenged KO mice. LEENE overexpression (OE) robustly induced eNOS, KLF2 and KLF4 mRNA levels as compared to the Ad-GFP group (Figure 4E). Given the decreased vascular density in the heart of AngII-challenged KO mice, we also evaluated the effect of LEENE OE on the angiogenic capacity of ECs from these mice using an aorta ring assay. LEENE RNA significantly induced capillary outgrowth from the aorta isolated from the AngII-infused mice (Figure 4F), concomitant with the induction of eNOS, KLF2 and KLF4 (Figure 4G). Collectively, these data suggest a potential role of endothelial LEENE in the maintenance of normal BP.

### 2.5. Effect of TKIs on LEENE Levels in ECs

Hypertension is one of the most common cardiovascular comorbidity among cancer patients [31]. A frequent side effect of anti-cancer therapies, particularly with tyrosine-kinase inhibitors (TKIs), is hypertension. This is assumed to be due to TKIs targeting the vascular endothelial growth factor (VEGF) signaling pathway (VSP) [32]. Given the potential role of LEENE in BP regulation, we investigated the effect of TKIs on the levels of LEENE in human ECs (Figure 5A). Axitinib, a TKI used to treat advanced renal cell carcinoma with profound HTN as a side effect in over 50% of patients [31], strongly suppressed LEENE and eNOS expression, while inducing VCAM1 expression, both in HUVECs and in mouse aortic rings cultured ex vivo (Figure 5B,C). Moreover, axitinib also caused visible cell death. In contrast, lapatinib, another TKI used to treat advanced HER2-positive breast cancer without causing HTN as a side effect, showed an insignificant effect on EC viability and the levels of LEENE, eNOS, and VCAM1 RNA in vitro and ex vivo. These data suggest that the downregulation of LEENE may be one of the factors that contribute to the HTN induced by some TKIs, e.g., axitinib.

## 3. Discussion

In our previous studies, we found LEENE to be an essential lncRNA in the regulation of endothelial function, in part through enhancing the expression of eNOS and KDR [22]. In a diet-induced diabetic model, *leene*-KO mice exhibited impaired angiogenesis and tissue regeneration in response to hindlimb ischemia [23]. Herein, we provided evidence for the potential role of LEENE in the regulation of BP in the context of AngII-induced HTN. Specifically, knockout of *leene* in mice led to exacerbated HTN, accompanied by aggravated cardiac hypertrophy and fibrosis and kidney damage in an AngII-infused model. At the molecular level, ablation of *leene* downregulated genes essential for EC homeostasis and BP control and increased genes promoting cardiac dysfunction and HTN. Furthermore, the introduction of human LEENE RNA to murine ECs or aorta augmented the expression of multiple key genes contributing to normal EC function and physiological BP, e.g., eNOS, KLF2 and KLF4. Additionally, we provide a potential link between cancer therapy and HTN through LEENE. Collectively, these findings support a putative regulatory role of LEENE in BP control, in part through its action in ECs.

The effect of LEENE/*leene* in BP regulation seems to be context-dependent. As shown in our previous study, under basal conditions and a high fat andhigh sucrose diet, the BP of *leene*-KO mice was only modestly or insignificantly increased [23]. However, when challenged with AngII, the KO mice developed HTN. These findings suggest that LEENE/*leene* may be dispensable in the physiological state, but under a stress condition that changes vascular tone and causes cardiovascular and renal damage, LEENE/*leene* becomes necessary to maintain vascular function and BP. This is reminiscent of what we previously observed in the diabetic hindlimb ischemia model [23]. Namely, the *leene*-KO mice did not exhibit a different ischemic response under normal chow; however, when made diabetic, *leene*-KO showed a significantly impaired ischemic recovery and tissue regeneration, as compared to their WT littermates. These findings support the notion that lncRNA-mediated regulation can be context- and stress-dependent [33].

To provide a possible explanation for the observed hypertensive phenotype in the *leene*-KO mice, we performed transcriptome profiling of lung ECs isolated from these mice. 

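In the lung EC libraries, the log2 fold change between KO and WT stayed between -1.14 and -0.82 for Nos3, between -1.15 and -1.01 for Klf2 and between -1.08 and -0.98 for Klf4 when each of the 6 libraries was left out in turn. DESeq2 gave log2 fold changes of -0.97 for Nos3 (adjusted p = 0.024), -1.09 for Klf2 (adjusted p = 8.37e-08) and -1.03 for Klf4 (adjusted p = 1.82e-08), each with Benjamini-Hochberg adjustment. The quasi-likelihood test with all 6 libraries called none of the 3 genes (adjusted p = 0.274, 0.0852 and 0.072). Without a KO library, its adjusted p-values for them ran from 0.37 to 0.723. Without WT replicate 2, it called Klf2 and Klf4 (adjusted p = 0.0213 for each) but not Nos3 (0.0763). Among the other tests, scalings and filters, total counts alone gave the largest decreases, with log2 fold changes of -1.13, -1.24 and -1.17. All 16 heat shock genes of a list outside Fig. 4 were lower in KO too (median -0.84), and so were 28 of 30 immediate early genes (median -0.47). Whether Nos3, Klf2 and Klf4 followed a stronger stress response of the WT cells during isolation was not tested.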

Although lung ECs may not represent EC in other vascular beds and organs, the consistent decrease of eNOS, KLF2 and KLF4, i.e., key genes controlling EC and BP homeostasis in lung ECs and the heart due to *leene*-KO, complemented by the consistent increase of these genes by LEENE-OE in lung ECs and aortic rings suggest that LEENE/leene’s positive regulation of these genes is operative in ECs in various vascular beds. At the molecular level, we recently identified LEO1, a key protein component of RNA polymerase II-associated complex, to be a binding partner of LEENE. Silencing of LEO1 in ECs ablated the transcriptional induction of eNOS by LEENE. In ECs treated with AngII, the levels of LEENE and its interaction were decreased by AngII, suggesting that LEENE-LEO1 mechanism may be involved in the maintenance of physiological BP (Supplementary Figure S6). Therefore, the ablation of this regulation likely contributes to the exacerbated EC dysfunction in the AngII model. Additionally, the decreased vascular density observed in the *leene*-KO hearts may also contribute to the exacerbated HTN, according to the existing literature [34].

Given that *leene*-KO is global in mice, we cannot exclude that LEENE/*leene* in other cell types may also participate in BP regulation. However, compared to ECs, the transcriptional activity of LEENE seems much lower in several other relevant cell types, e.g., cardiomyocytes, VSMCs, and kidney epithelial cells (Supplementary Figure S7). It would be of interest to explore in future studies the regulatory role of LEENE in other cell types and its contribution to BP control.

Given the putative role of LEENE in BP regulation and HTN, we examined the effect of two commonly used cancer drugs on ECs, specifically the levels of LEENE. Interestingly, whereas lapatinib (a TKI that does not typically induce HTN) did not apparently alter LEENE, axitinib, a TKI that specifically targets VEGFRs and causes high incidence of HTN and EC dysfunction [35], substantially reduced LEENE levels in ECs. These data suggest that LEENE may underlie the cardiovascular toxicity of cancer drugs. As most, if not all, known drugs are designed to target protein-coding genes; there is a vast gap in knowledge on how these drugs may affect the non-coding genome. Acquiring knowledge on the link between lncRNA and HTN and how pharmacological interventions may impact lncRNAs will provide valuable insights into an improved understanding of the etiology of HTN as well as the potential effect of various therapeutics on BP.

In conclusion, the current study identified a potential role of lncRNA LEENE in the maintenance of BP and protection against HTN. There are limitations in this study. One of these is that only male mice were used to examine the effect of *leene*-KO in the regulation of BP, in part because female mice have been shown to be more resistant to AngII-induced HTN [36,37]. Another limitation is although there is partial conservation of LEENE between mice and men, as supported by similarities in the genomic context, nucleotide sequence, and expression patterns, it remains unclear to what extent the secondary structure and molecular function of mouse leene RNA resemble those of human LEENE. Future studies are warranted to address these limitations and unanswered questions.

## 4. Materials and Methods

### 4.1. Mouse Model

*Leene*-KO mice on the C57BL6 background were generated as previously described [23] and utilized in the present study. Male mice (ranging from 2 to 6 month-old) received implantation of Alzet osmotic minipumps (Lot#10419-21, Cat#Model 1004, Durect Corporation, Cupertino, CA, USA) subcutaneously in the dorsum of the neck under isoflurane anesthesia to maintain a delivery rate of 1000 ng/kg/min of AngII for 4 weeks or 2 weeks [17]. Two-week implantation was used for ex vivo experiments, whilst all other experiments were conducted at the 4-week mark. At the endpoints, the mice were euthanized with CO_2_ inhalation. 

### 4.2. Measurement of BP and Echocardiography

BP was measured using a noninvasive computerized tail-cuff system (Visitech, Apex, NC, USA) as previously described [38]. After the mice were placed in a plastic holder, the occlusion and sensor cuff were positioned at the base of the tail. All mice were given at least 1 week to adapt to the system prior to their BP measurement. BP was measured at least 20 times per mouse during the study period. Echocardiography was performed as previously described [39]. Briefly, mice under conscious condition were used with a Vevo 3100 Ultrasound Imaging System (FUJIFILM VisualSonics). Multiple parameters, including heart rate, fractional shortening (FS), and ejection fraction (EF), were determined from the ventricular M-mode tracing.

### 4.3. Histology and Immunostaining

Histological examinations were processed by the Pathology Core at the City of Hope. Heart and kidneys from mice were collected and fixed in 4% paraformaldehyde overnight. The fixed tissues were later dehydrated, sectioned into 4 µm paraffin slides, and subjected to Hematoxylin and Eosin (HE), Periodic acid-Schiff (PAS), or Masson’s trichrome staining. For immunohistochemistry (IHC), the slides were deparaffinized, rehydrated and incubated with endogenous peroxidase activity inhibitor and antigen retrieval reagents. IHC was performed on the Ventana Discovery Ultra IHC automated Stainer (Ventana Medical Systems, Roche Diagnostics, Indianapolis, IN, USA). Anti-mouse CD31 (Lot# 4, Cat#77699, Cell Signaling Technology, Danvers, MA, USA) was used at 1:200 dilution, followed by DISCOVERY anti-rabbit HQ (Cat#760-4815, Roche, Indianapolis, IN, USA) and DISCOVERY anti-HQ-HRP (Cat#760-4820, Roche, Indianapolis, IN, USA) incubation. The stains were visualized with DISCOVERY ChromoMap DAB Kit (Cat# 760-159, Ventana) and counterstained with hematoxylin. The IHC stained slides were digitalized and documented by NanoZoomer S360 Digital Slide Scanner (Hamamatsu, Bridgewater, NJ, USA) and viewed by NDP.view2 image viewer software (U12388-01, Bridgewater, NJ, USA).

### 4.4. Isolation of ECs from Murine Lungs and Aorta Ring Assay

Murine lung ECs were isolated as previously described [38]. For RNA seq, lungs were harvested from mice with Ang II implantation for 2 weeks and digested with Type I collagenase (Lot#41S21950, Cat#LS004196, Worthington Biochemical, Lakewood, NJ, USA). Sorting was done with Biotin-labeled anti-mouse CD144 (Lot#1321021038, Ca#130101983, Miltenyi Biotec, Auburn, CA, USA) and Anti-Biotin MicroBeads (Lot#5200210351, Cat#130090485, Miltenyi Biotec, Auburn, CA, USA) and MACS columns (Lot#5211018097, Cat#130042401, Miltenyi Biotec, Auburn, CA, USA). Sorted cells were collected and used for subsequent library preparation. For drug treatment, isolated murine lung ECs were cultured in six-well plates with EC growth medium (Cat#211-500, Cell Applications Inc. San Diego, CA, USA) Complete fresh media containing Ad-LEENE [23] was added to lung ECs at confluency. Ad-GFP was added as the vehicle control. Seventy-two hours post-treatment, the cells were harvested and used for subsequent experimentation.

The aortic ring assay was performed following a published protocol [40]. Briefly, thoracic aortas were dissected from isoflurane-euthanized mice after perfusion with cold PBS for 5 min. The fibroadipose tissue was removed, and the aortas were serially cross-sectioned into 1–2 mm rings. The aortic rings were singly put in 24-well plates and embedded in growth factor reduced Matrigel (Lot#1054001, Cat#356231, Corning, Chicago, IL, USA) for 10 min, then another 300 μL Matrigel was added and incubated for another 30 min. Then fresh EC growth medium was added to the plate. Following a 72-h incubation, complete fresh media containing Ad-LEENE or Ad-GFP was added into each well. Seventy-two hours post-treatment, the cells were harvested and used for subsequent experimentation. For drug treatment, aortas embedded in Matrigel were treated with axitinib (AG 013736, Cat#S1005, Selleck Chemicals, Houston, TA, USA) at 1 μM and lapatinib (GW-572016, Cat#S1028, Selleck Chemicals, Houston, TA, USA) at 5 μM for 24 h.

### 4.5. RNA Extraction, Quantitative PCR (qPCR), and RNA-Seq Library Preparation and Analysis

RNA was extracted from cells and tissues using TRIzol (Lot#391112, Cat#15596018, Invitrogen, Tewksbury, MA, USA) following the manufacturer’s instructions and was processed for qPCR and RNA-seq as previously described [38]. Briefly, the total RNA was reverse transcribed using the PrimeScriptTM RT Master Mix (Lot#Al82424A, Cat#RR036A-1, Takara, San Francisco, CA, USA), and cDNAs were used for PCR and qPCR analyses using Biorad CFX96. Each qPCR sample was performed in triplicate with iTaq Universal SYBR Green Supermix (Lot#64516552, Cat#1725121, BioRad, Hercules, CA, USA). β-actin (ACTB) and 36B4 were used as the internal controls for the in vitro and in vivo assays, respectively. For RNA-seq, 50 ng of total RNA per sample was used, and the libraries were prepared using the KAPA mRNA HyperPrep Kit (Lot#095613-1-1, Cat#08098123702, Roche Diagnostics, Indianapolis, IN, USA) following the manufacturer’s manual. The libraries were sequenced with HiSeq2500 using the SR50 mode. The annotation GTF file is GRCm38 (Ensembl release 84) for reference genome mm10. STAR [41] was used to align raw sequencing data to the hg38 genome, and Kallisto [42] was used to quantify transcript abundance in Transcripts per Million (TPM) values. DESeq2 [43] was then used to perform differentially expressed gene analysis with default parameters (adjusted *p*-values/false discovery rate <0.05 were considered significant). GO pathway enrichment analysis was performed through the Gene Ontology Consortium Platform, and Benjamini–Hochberg corrected *p*-values < 0.05 were considered significantly enriched pathways.

### 4.6. HUVEC Culture and Drug Treatment

HUVECs were purchased from and verified for negativity for mycoplasma contamination by Cell Applications, Inc. EC identity was authenticated by using immunostaining, flow cytometry, and the expression of CD144, CD31, and eNOS mRNA. HUVECs at passages 5–7 were cultured in M199 medium (Lot#1003369769, Cat#M2520-1L, Sigma, St Louis, MO, USA) supplemented with fetal bovine serum (Lot#2520294RP, Cat#10437-028, Gibco, Tewksbury, MA, USA), Sodium Pyruvate (Lot#2508976, Cat#11360-070, Gibco, Tewksbury, MA, USA), EC growth factor (Lot#1003484920, Cat#E1388-25UG, Sigma, St Louis, MO, USA), heparin sodium (Lot#SLCF6571, Cat#H3393-500KU, Sigma, St Louis, MO, USA) and Penicillin Streptomycin solution (Lot#30002285, Cat#30002CI, Coring, Chicago, IL, USA) under standard cell culture conditions (humidified atmosphere, 5% CO_2_, 37 °C). HUVECs were treated with axitinib (AG 013736, Selleck chem, Houston, TA, USA) at 1μM and lapatinib (GW-572016, Selleck chem, Houston, TA, USA) at 5 μM for 24 h. Twenty-four hours post-treatment, the cells were harvested and used for subsequent experimentation.

### 4.7. RNA IP (RIP)

Cells were UV-crosslinked (400 mJ/cm^2^), collected with cold PBS, and lysed with a buffer containing 50 mM Tris-HCl, pH 7.4, 100 mM NaCl, 1% NP-40, 0.1% SDS, 0.5% sodium deoxycholate ice for 15 min with protease inhibitor cocktail (Roche, Indianapolis, IN, USA). Protein A Dynabeads (Cat#10008D, Invitrogen, Tewksbury, MA, USA) incubated with IP antibody against LEO1 (Cat#A300-175A, Rabbit polyclonal, BETHYL, Milwaukee, WI, USA) or IgG (Cat#2729S, Rabbit, Cell Signaling Technology, Danvers, MA, USA) at room temperature for 2 h, then incubated with cell lysis at 4 °C overnight, followed by washes with a cold high-salt buffer. The RNA in the immunoprecipitates were extracted with Trizol.

### 4.8. Statistics

Statistical analyses for data other than RNA-seq (described above) were performed using GraphPad Prism. Unless otherwise indicated, two-group comparisons were performed using two-sided Student’s *t*-test and multiple-group comparisons were performed using ANOVA followed by Tukey’s test. The Kaplan–Meier estimate was used for the analysis of survival, with the log-rank test used to compare the difference. The *p*-values < 0.05 were considered statistically significant.

## Figures and Tables

**Figure 1:**
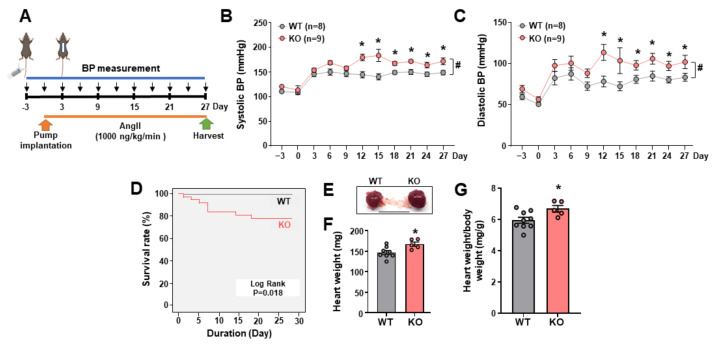
*Leene*-KO mice showed higher BP with AngII infusion. (**A**) Design of the Angiotensin-II (AngII)-induced hypertension (HTN) model: BP was measured every 3 days before and after osmotic pump implantation for 4 weeks. (**B**,**C**) Systolic and diastolic BP in 2-month-old mice with Ang II infusion (n = 8–9 mice per group). * *p* < 0.05 based on two-tailed Student’s *t*-test between WT and KO mice at the same time point. # *p* < 0.05 between WT and KO based on repeated-measures *t*-test. (**D**) Kaplan–Meier survival analysis in WT and KO mice receiving AngII (n = 24 vs. 38 per group). (**E**) Representative images of the heart obtained from AngII-treated WT and *leene*-KO littermates. (**F**,**G**) Heart weight and heart weight/body weight (mg/g) of WT and KO mice (n = 5–8 mice per group). Scale bar = 1 cm. Data are represented as mean ± SEM. * *p* < 0.05 between WT and KO based on Student’s *t*-test.

**Figure 2:**
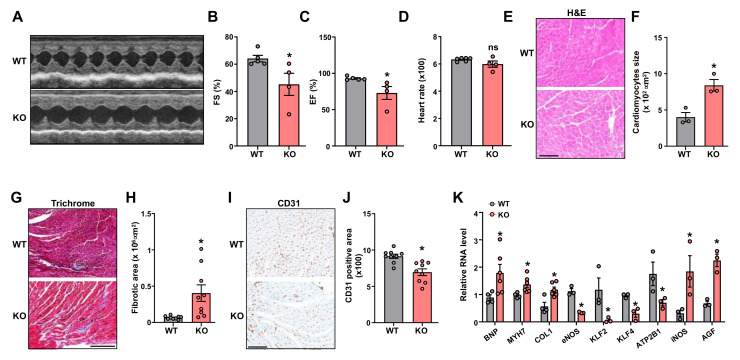
*Leene*-KO mice show impaired heart function in AngII model. (**A**) Representative M-mode images of echocardiography from WT and *leene*-KO mice with Ang II infusion on Day 27. (**B**–**D**) Fractional shortening (FS), ejection fraction (EF), and heart rate (n = 4–5 mice per group). (**E**,**F**) Representative images of H&E staining of heart. Quantification of the size of cardiomyocytes (n = 3 mice per group). (**G**–**J**) Representative images and quantification of Masson Trichrome staining (**G**,**H**) and immunohistochemical (IHC) staining of CD31 (**I**,**J**) in the heart. Three fields of view were randomly selected per animal, and three mice per group were quantified. (**K**) qPCR analysis of mRNA levels of genes as indicated in the heart, with 36B4 detected as the internal control (n = 3–6 mice per group). Scale bars = 100 μm (**E**,**I**) and 250 μm (**G**). Data are represented as mean ± SEM. * *p* < 0.05 based on two-tailed Student’s *t*-test.

**Figure 3:**
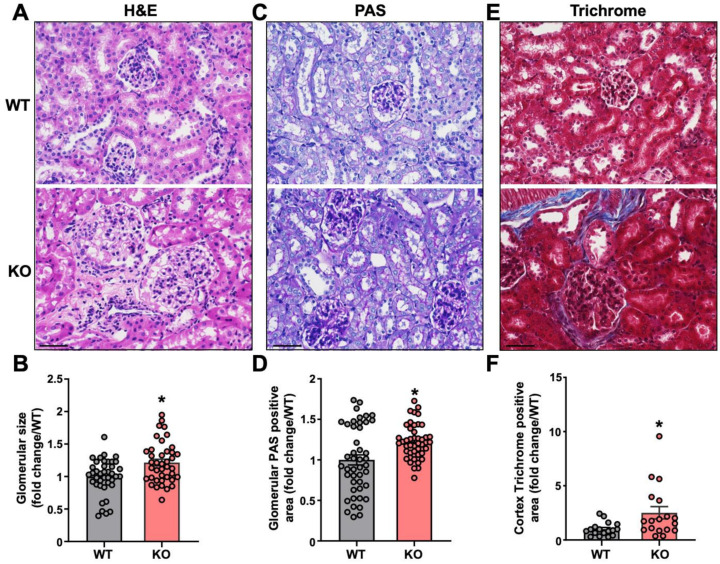
*Leene*-KO mice show aggravated kidney damage in AngII model. (**A**,**B**) Representative images of H&E staining of kidney and quantification of glomerular size. (**C**,**D**) Representative images of PAS staining and quantification of positive PAS staining area in the kidney. (**E**,**F**) Representative images of Masson Trichrome staining and quantification of the positive staining area in the kidney. Three fields of view were randomly selected per mouse and five mice per group were analyzed. Scale bar = 50 μm (**A**,**C**,**E**). Data are represented as mean ± SEM. * *p* < 0.05 based on two-tailed Student’s *t*-test.

**Figure 4:**
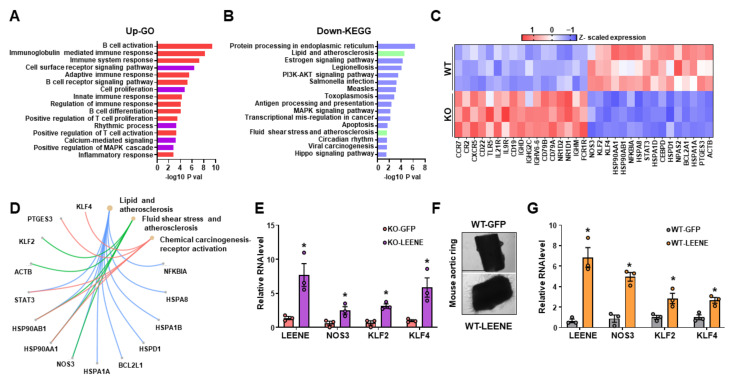
LEENE regulates pathways in ECs relevant to BP modulation. (**A**–**D**) WT and KO mice were infused with AngII for two weeks, and lung ECs were isolated from three mice per group for RNA-seq. (**A**,**B**) Top enriched biological pathways of upregulated (**A**) and downregulated (**B**) DEGs in lung ECs revealed by RNA-seq. (**C**) Heatmap showing the Z-scaled expression of select genes, including the upregulated DEGs involved in the immune and inflammatory pathways (indicated in red in A) and downregulated DEGs involved in flow response and atherosclerosis-related pathways (marked in green in B). (**D**) Downregulated DEGs involved in three select pathways. (**E**) qPCR analysis of indicated RNAs in lung ECs isolated from AngII-infused KO mice (for 2 weeks) and then treated with Ad-GFP/LEENE. (**F**,**G**) Aortic rings were isolated from AngII-infused WT mice and then treated with Ad-GFP/LEENE. Representative images are shown in (**F**), and qPCR analyses of indicated RNAs are shown in (**G**). n = three mice per group in (**E**,**G**). Scale bar = 1 mm. Data are represented as mean ± SEM. * *p* < 0.05 based on two-tailed Student’s *t*-test.

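The genes named in Fig. 4C and 4D were taken together as lists. All 16 genes read from the upregulated part of Fig. 4C were higher in KO, with a median log2 fold change of 2.18, and all 18 genes of the downregulated part were lower, with a median of -0.97. The 14 genes of Fig. 4D were all lower as well, also with a median of -0.97. In limma's camera test the adjusted p-values were 9.61e-20, 5.11e-19 and 6.85e-20, and each list also passed in the fry test (0.00129, 0.000731 and 0.000235) and with an estimated correlation between genes (0.0208, 0.00689 and 0.00689). The figure's lists were chosen on these same libraries, so the tests are not independent evidence.

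At an adjusted p under 0.05 over all genes tested, the quasi-likelihood test called 1 of the 16 (Cd79a), 1 of the 18 (Hspa1b) and 1 of the 14 (Hspa1b). The call among the 18 rests on reading the label HSPA1D of Fig. 4C as Hspa1b, which Fig. 4D names HSPA1B. Adjusted over the list alone, it called 16, 14 and 14. DESeq2 called 16, 12 and 12. Stat3, with a log2 fold change of -0.41 (standard error 0.12), was called by neither of these tests over all genes, and nor were Hspd1 and Npas2, for which DESeq2 gave adjusted p-values of 0.0522 and 0.052, or Bcl2a1a, Bcl2a1b and Bcl2a1d, near-identical mouse copies that stand for BCL2A1 and were at 0.887, 0.864 and 0.704 CPM on average in WT. A further label of the heat map matched no gene symbol and was not used here. From these genes and the overexpression experiments of Fig. 4E to 4G, the paper proposes a potential role for endothelial LEENE in keeping BP normal.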

**Figure 5:**
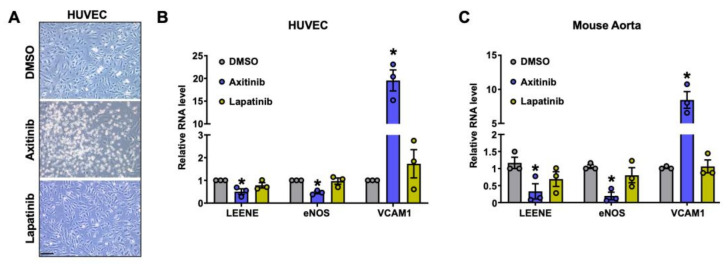
Effect of TKIs on LEENE levels in ECs. (**A**) Representative images of HUVECs treated with DMSO (vehicle), axitinib (1 µM) or lapatinib (5 µM) for 24 h. Scale bar = 100 μm. (**B**) qPCR analysis of indicated genes in HUVECs treated with DMSO, axitinib, or lapatinib. (**C)** qPCR analysis of indicated RNA level in WT aortic rings treated with DMSO, axitinib or lapatinib for 24 h (n = three mice per group). Data are represented as mean ± SEM from three independent experiments. * *p* < 0.05 between the indicated drug and DMSO group based on ANOVA followed by Tukey’s test.

## Data Availability

RNA-seq data from lung EC are available at GEO with accession No. GSE226638.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ncrna9030031/s1, Figure S1: qPCR of Gm41148 (leene), Gm49302, and Gm35360 in mouse heart and aorta. Figure S2: Heart function in WT and KO male mice under baseline; Figure S3: BP in two other batches of mice. Figure S4: Body weight of WT and KO male mice with Ang II implantation; Figure S5: qPCR of leene and cell type markers in four different cell types in WT mice. Figure S6: AngII decreases LEENE and its interaction with LEO1. Figure S7: LEENE transcription levels in four human cell types. Table S1: Sequences of primers.

# Supplementary material for: Genetic Deletion of the LINC00520 Homolog in Mouse Aggravates Angiotensin II-Induced Hypertension
**Source:** Noncoding RNA. 2023 May 15;9(3):31. doi: 10.3390/ncrna9030031
**Supplement:** Supplementary file 1

## Supplementary Materials

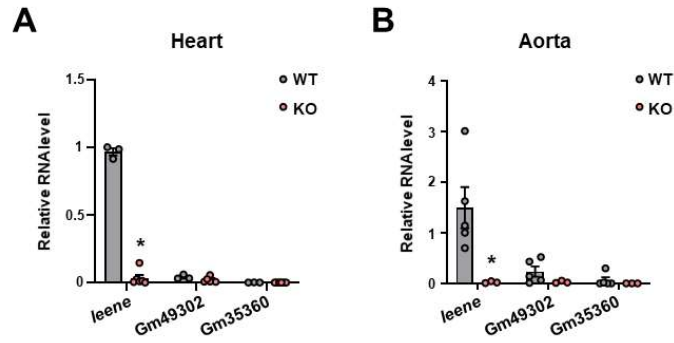

**Supplemental Figure S1. qPCR of Gm41148 (*leene*), Gm49302, and Gm35360 in mouse heart (A) and aorta (B).** 36b4 was detected as internal control. Data represent mean $\pm$ SEM. \*P < 0.05 compared to WT based on t test. n=3-6/group.

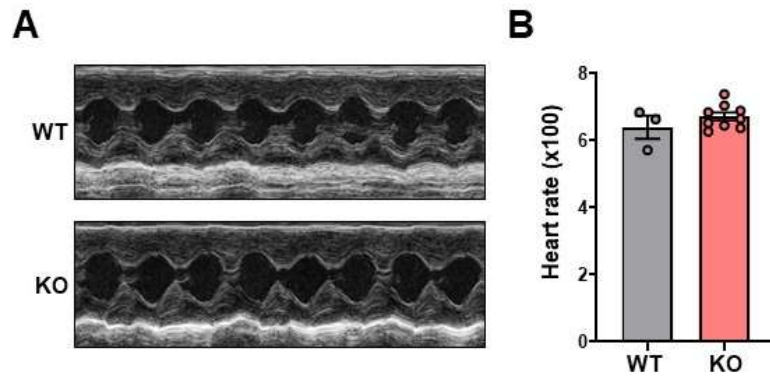

**Supplemental Figure S2. Heart function in WT and KO male mice at 6 month-old at baseline.** (A) Representative M-mode images of echocardiography and (B) heart rate from WT and *leene*-KO mice. n=3-9 mice per group. Data are represented as mean  $\pm$  SEM.

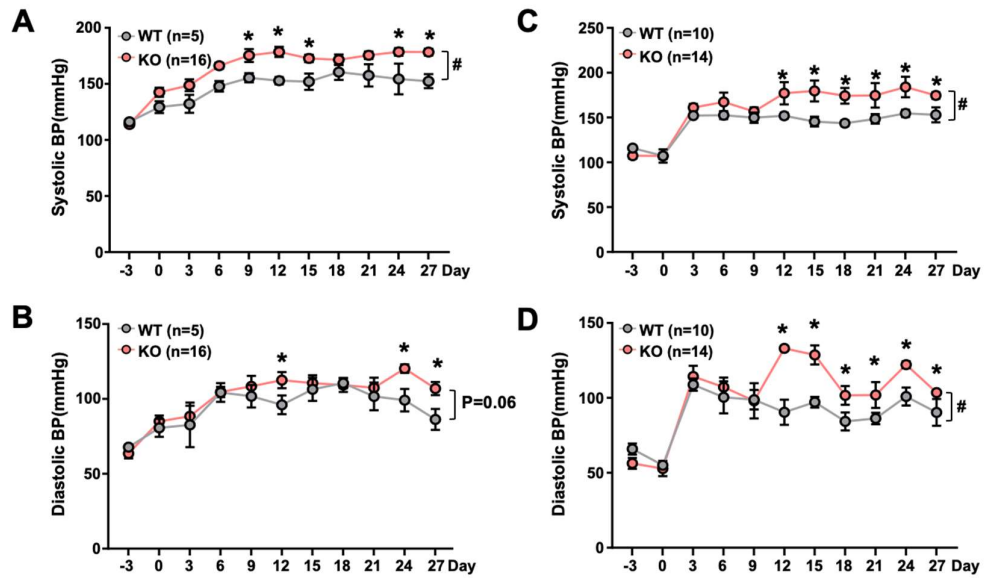

**Supplemental Figure S3. BP in two other batches of mice.** Systolic and diastolic BP in AngII-infused male mice of 6 month-old (A,B) and 4 month-old (C,D). n=5-16 mice per group in (A,B) and n=10-14 mice per group in (C,D). Data are represented as mean  $\pm$  SEM. \*P<0.05 between WT and KO mice at the same time point based on two-tailed Student's t-test. #P<0.05 between WT and KO based on repeated-measures t-test.

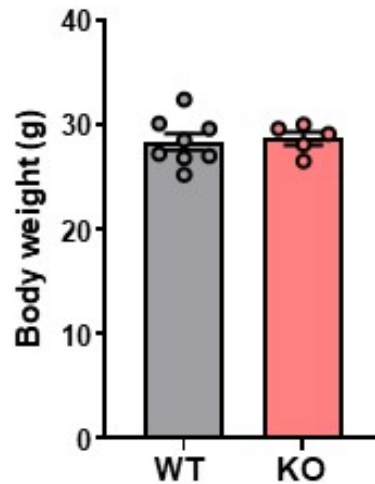

**Supplemental Figure S4. Body weight of 6 month-old WT and KO male mice with AngII infusion.** n=5-8 mice per group. Data are represented as mean  $\pm$  SEM.

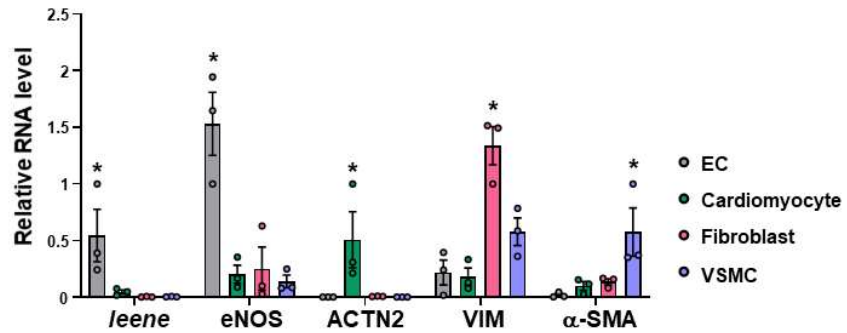

**Supplemental Figure S5. qPCR of leene and cell type markers in four different cell types in WT mice.** Data are represented as mean±SEM. \*P< 0.05 compared among 4 cell types based on one-way ANOVA followed by Dunnett's test.

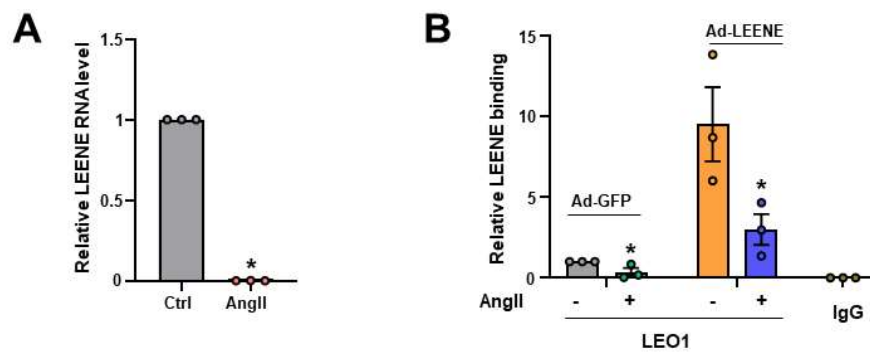

**Supplemental Figure S6. AngII decreases LEENE and its interaction with LEO1.** (A) qPCR of LEENE in HUVECs treated with vehicle control or AngII (100 nM) for 48h. (B) RIP-qPCR with LEO1 antibody to detect the interaction of LEENE and LEO1. The relative enrichment in Ad-GFP sample was set as 1. IgG was used as an antibody control. Data are represented as mean±SEM from three independent experiments. \*P < 0.05 based on t test.

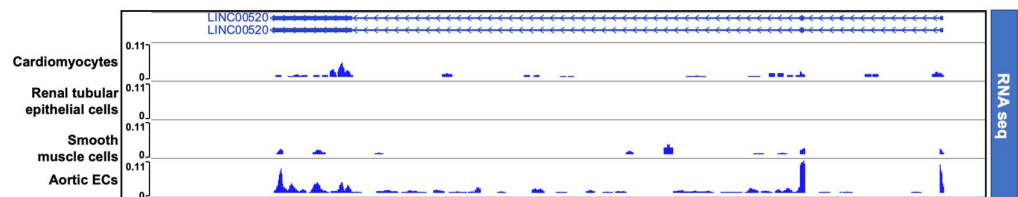

**Supplemental Figure S7. LEENE transcription levels in 4 human cell types.** RNA-seq data retrieved from ENCODE and Epigenome Roadmap showing LEENE RNA transcription in multiple human cell types as indicated.

**Supplemental Table S1. Sequences of primers**

| Gene/Primer ID   | Species | Assay  | Sequence                                                           |
|------------------|---------|--------|--------------------------------------------------------------------|
| 49 36B4          | mouse   | RT-PCR | Forward: AGATTCGGGATATGCTGTTGGC<br>Reverse: TCGGGTCCTAGACCAGTGTC   |
| 50 iNOS          | mouse   | RT-PCR | Forward: GTTCTCAGCCCAACAATACAAGA<br>Reverse: GTGGACGGGTCGATGTCAC   |
| 51 KLF4          | mouse   | RT-PCR | Forward: GGCGAGTCTGACATGGCTG<br>Reverse: GCTGGACGCAGTGTCTTCTC      |
| 52 KLF2          | mouse   | RT-PCR | Forward: GAGCCTATCTTGCCGTCCTTT<br>Reverse: CACGTTGTTTAGGTCCTCATCC  |
| 53 eNOS          | mouse   | RT-PCR | Forward: CTTGACCCAATAGCTGCTCAG<br>Reverse: CACCTACGACACCCTCAGTG    |
| 54 AGF           | mouse   | RT-PCR | Forward: ATGCACAGATCGGAGATGACT<br>Reverse: CATGCAGGGTCTTCTCATTAC   |
| 55 ATP2B1        | mouse   | RT-PCR | Forward: TGAAGGAGCTGCGATCCTCTT<br>Reverse: CTGTCCTGCTCAATTCGACT    |
| 56 leene         | mouse   | RT-PCR | Forward: TCTCACCCCTTCCTGGTACAT<br>Reverse: CCCCTTTGTCCTTCCTAGGTC   |
| 57 VCAM1         | mouse   | RT-PCR | Forward: AGTTGGGGATTCCGGTTGTCT<br>Reverse: CCCCTCATTCCTTACCACCC    |
| 58 BNP           | mouse   | RT-PCR | Forward: CTGAAGGTGCTGTCCCAGAT<br>Reverse: CCTTGGTCCTTCAAGAGCTG     |
| 59 COL1          | mouse   | RT-PCR | Forward: GCTCCTCTTAGGGGCCACT<br>Reverse: ATTGGGGACCCCTTAGGCCAT     |
| 60 MYH7          | mouse   | RT-PCR | Forward: ATCAATGCAACCCTGGAGAC<br>Reverse: CGAACATGTGGTGGTTGAAG     |
| 61 Gm49302       | mouse   | RT-PCR | Forward: CTGGCACCCACTAGGATGAC<br>Reverse: AGCAAATGGTCCCTTGGGTT     |
| 62 Gm35360       | mouse   | RT-PCR | Forward: AGCCGTTGAAAAGGGTGAA<br>Reverse: CTGAGAAGGTGCTACGGGTG      |
| 63 ACTN2         | mouse   | RT-PCR | Forward: CATCGAGGAGGATTTAGGAAC<br>Reverse: CAATCTTGTGGAACCGCATTTT  |
| 64 $\alpha$ -SMA | mouse   | RT-PCR | Forward: GACTCTCTTCCAGCCATCTTTC<br>Reverse: GACAGGACGTTGTTAGCATAGA |
| 65 VIM           | mouse   | RT-PCR | Forward: TCCACACGCACCTACAGTCT<br>Reverse: CCGAGGACCGGGTCACATA      |
| 66 LEENE         | human   | RT-PCR | Forward: TTTCCCTCTTTGGGGTCTCA<br>Reverse: GCCCTTTGATGAGTGAGTCG     |
| 67 VCAM1         | human   | RT-PCR | Forward: GTCAATGTTGCCCCAGAGA<br>Reverse: TTTTCGGAGCAGGAAAGCCC      |
| 68 eNOS          | human   | RT-PCR | Forward: TGATGGCGAAGCGAGTGAAG<br>Reverse: ACTCATCCATACACAGGACCC    |
| 69 ACTB          | human   | RT-PCR | Forward: CATGTACGTTGCTATCCAGGC<br>Reverse: CTCCTTAATGTACGCACGAT    |

How the deposited data were processed for this re-analysis (not part of the article)

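Lung ECs of AngII-infused mice were sequenced in 3 WT and 3 leene-KO libraries. The groups and replicate numbers were taken from the sample labels, which carry the same genotype names as the paper. Each library was treated as a replicate, although the labels describe a pool of 3 mice per group and the paper 3 mice per group. The labels give mice of 14 weeks and an AngII dose of 1000 ng/kg/min.

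The authors deposited whole-number counts per gene, 1 table per library. The file headers give featureCounts 2.0.0 on uniquely aligned reads, with the Ensembl release 84 annotation of GRCm38. The paper's methods name the same annotation, STAR for alignment and Kallisto for quantification. Reads were counted once per gene over its exons and in the reverse orientation of the stranded library, so antisense genes are told apart, and reads with several alignments or several overlapping genes were dropped. Near-identical copies (Hspa1a and Hspa1b, the Bcl2a1 copies, immunoglobulin segments, genes with pseudogenes such as Actb and the Hsp90 genes) are therefore uncertain. All 47729 genes had an Ensembl identifier, 47224 were given a symbol from GENCODE's annotation of the same genome build and 21943 an Entrez identifier for the pathway test. No table held a row for unassigned reads. The TPM values and GO terms that the paper's methods name were not used here.

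Total counts lay between 24464324 and 35184063 in WT (median 29744498) and between 26159650 and 29189294 in KO (median 27993484). Genes near or under 1 CPM rest on few counts, such as Il9r with 0, 7 and 5 counts in WT and 23, 61 and 37 in KO, and their fold changes are correspondingly uncertain. No pair of libraries held identical counts, and every pair differed by more than the sampling noise (chi-square per degree of freedom of 41.1 at the lowest).

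Differential expression was tested in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its default settings, libraries were scaled by TMM, and glmQLFit and glmQLFTest were run with genotype as the only term and the default options of that version. The design named no options of glmQLFit. An early run with the option legacy set to FALSE gave 22 DEGs, and both counts had been seen when the default was restored. P-values were adjusted over the 14625 genes tested by the Benjamini-Hochberg method, and DEGs have an adjusted p under 0.05. CPM values use TMM-scaled library sizes, and SDs are over the 3 libraries of a group. The test, the filter, the gene lists, the rule for named genes and the alternatives, apart from those given below as added later, were set before the data were examined. The rule names every gene of the lists and of the paper, and the 5 highest and 5 lowest log2 fold changes among DEGs whose groups do not overlap and whose mean log2 CPM is above 1.

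Gene lists held the genes of Fig. 4C and 4D, markers of B cells, T cells, macrophages, neutrophils, epithelium, mesenchyme, erythroid cells, platelets, ECs and EC subtypes (general capillary, aerocyte, artery, lymphatic), heat shock genes, immediate early genes, endoplasmic reticulum stress genes, clock genes and flow-responsive genes. Lists with at least 5 tested genes were tested with camera of limma 3.58.1 on log2 CPM (prior count 2, preset correlation 0.01) and adjusted over the 21 lists. The lists of NK cells, of vein ECs and of the Bmal1 arm of the clock had fewer tested genes and were not tested in this way. A list of glucocorticoid targets was added after some such genes had been seen to be lower in KO, without its genes having been looked at. Reactome pathways with 10 to 300 tested genes came with fgsea 1.28.0.

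The tests were first tried on simulated counts for the 14625 genes with 200 genes changed by a log2 fold change of 1.5. The changed genes were drawn only from those with higher counts, and the noise was independent between genes. The shares below therefore do not carry over to genes with few counts, to smaller changes or to unequal carry-over of cells between libraries. The quasi-likelihood test recovered 155 of the 200 (77.5%) with 14 false calls (8.3% of its calls), and made 1 call when no gene was changed. DESeq2 recovered 184 with 62 false calls (25.2%), limma-voom 154 with 16 false calls (9.4%), and the likelihood ratio test 185 with 62 false calls (25.1%). Without any changed gene they made 11, 0 and 13 calls.

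The alternatives were DESeq2 1.42.0, limma-voom, edgeR's likelihood ratio test, RLE, upper-quartile and total-count scaling, no filter on low counts, at least 10 counts in every library, robust dispersions, the replicate number as a block, each library left out in turn, a minimum log2 fold change of 1, and an unadjusted p under 0.01. For the lists, fry and camera with an estimated correlation were added to these. Alternatives added after the data had been seen were the option legacy set to FALSE, offsets from a loess fit of each library on GC content and transcript length (span 0.5), and a covariate made of the mean log2 CPM of 5 alveolar type II genes (Sftpc, Sftpb, Sftpa1, Sftpd and Lamp3). The leene genes, which the counted annotation does not list, were not analysed here.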

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

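With 3 libraries in a group, no test for an outlying library was made. The tests with offsets for GC content and with the alveolar type II covariate, and the clock test without Dbp, were chosen after the results were seen. The DEGs higher in KO that the paper does not name are Ms4a1, Fcrla, Dbp and Cirbp, and for each of them every KO library was above every WT library.

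Ms4a1 (chromosome 19, 11249675 to 11266241, GRCm38), which encodes the B cell antigen CD20, had a log2 fold change of 2.69 (1.27 ± 0.357 CPM in WT, 8.12 ± 0.513 CPM in KO). Fcrla (chromosome 1, 170917576 to 170927583), also a B cell gene, had 2.30 (1.47 ± 0.418 CPM in WT, 7.27 ± 0.379 CPM in KO). Both belong to a list of B cell markers outside Fig. 4C. All 20 tested genes of that list were higher in KO, with a median log2 fold change of 1.53 (camera, adjusted p = 1.05e-14, fry 0.00276, estimated correlation 0.0343). The median was 1.31 to 1.55 with each library left out in turn. GC content or gene length as the whole cause is argued against, since the median stayed at 1.42 with offsets for both. Unequal carry-over of alveolar type II cells is argued against as well, since the median was 1.25 with the covariate. The covariate lowered the median of its own 5 genes from 0.77 to 0.05, which follows from its construction. Over all genes, the mean absolute shift in log2 fold change with the covariate was 0.23. A larger share of B cells in the KO libraries is in line with the rise of the list. The 3 genes of the list with the highest CPM in WT rose less than its median. Igkc (71.8 ± 33.9 CPM in WT, 129 ± 17.6 CPM in KO) had a log2 fold change of 0.85 (standard error 0.32, adjusted p = 0.454) and its groups overlapped, and Ebf1 (13.8 CPM in WT, 15.9 CPM in KO) and Ralgps2 moved little, at 0.20 and 0.36. Whether only B cells or leukocytes in general came along cannot be told apart. The mean of the B cell markers rose more than that of the macrophage markers by 1.22 on the log2 scale (standard error 0.33), but more than that of the neutrophil markers only by 0.59 (standard error 0.32) and of the T cell markers by 0.64 (standard error 0.19), and the T cell list passed under camera and not under fry. A change in B cells of the KO lung, as opposed to their carry-over during sorting, stays open and was not tested. B cell genes transcribed by ECs were not tested either.

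Dbp (chromosome 7, 45705247 to 45710203), a clock output gene, had a log2 fold change of 3.15 (2.27 ± 0.872 CPM in WT, 20.4 ± 4.96 CPM in KO). Fig. 4C lists Nr1d1 and Nr1d2 among the increased genes and Npas2 among the decreased, with log2 fold changes of 1.67, 1.28 and -1.05. If the KO lungs had been taken at another time of day than the WT lungs, other clock genes would follow. Over 13 other clock genes, Dbp included, signed by the direction this predicts, the median was 0.49 and 10 of 13 went in the predicted direction (fry, unadjusted p = 0.00332). Without Dbp, the gene with the largest rise among the DEGs, the median was 0.41 and 9 of 12 went in that direction (fry, unadjusted p = 0.0148). The 4 genes of the Bmal1 arm were all lower, with a median of -0.66, and 6 of 9 of the arm of Dbp were higher, with a median of 0.33, or 5 of 8 with a median of 0.24 when Dbp is left out. The arm of Dbp passed with fry (adjusted p = 0.0411), but not with camera (0.11) or with an estimated correlation (0.325). Against it, Per1, Ciart and Per2 were lower, at -1.22, -0.50 and -0.27, and the median of the arm of Dbp was 0.09 without WT replicate 1 and 0.06 with the alveolar type II covariate. That median was higher, at 0.61 and 0.53, without WT replicate 2 and without WT replicate 3. Most of these genes therefore went in the direction that an unequal time of harvest was taken to predict, but Per1 did not. Ciart and Per2 also went the other way, within the spread between libraries. The prediction gave all genes of the arm of Dbp the same direction, so the lower Per1 does not by itself exclude another time of harvest. An effect of leene on the clock was not tested and the design cannot part it from the time of harvest, since neither the labels nor the paper's text gives one.

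Cirbp (chromosome 10, 80165985 to 80172786), an RNA-binding protein induced by cold, had a log2 fold change of 1.41 (9.71 ± 2.17 CPM in WT, 25.7 ± 1.03 CPM in KO). Its rise goes with a fall of heat shock genes. The 16 heat shock genes outside Fig. 4 were all lower in KO, with a median of -0.84 (camera, adjusted p = 1.78e-20, fry 0.000235, estimated correlation 0.00845), and 28 of 30 immediate early genes were lower, with a median of -0.47 (camera 2.69e-14, fry 0.0131, estimated correlation 0.0684). GC content or length is argued against by a median of -0.94 for the heat shock genes with these offsets, and the alveolar type II covariate left it at -0.84. A stronger heat shock and stress response of the WT cells during isolation is consistent with both lists, and so is a lower heat shock response in leene-KO mice, which was not tested. The most abundant of these genes belong to Fig. 4C and 4D, where Hsp90ab1 was at 1472 ± 302 CPM in WT and 695 ± 36.6 CPM in KO and Hspa8 at 252 ± 38.9 CPM in WT and 100.1 ± 20.0 CPM in KO.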

How the results depend on the processing

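The 16 DEGs kept their direction under every alternative. All 16 were also DEGs under each alternative except at least 10 counts in every library (14), a log2 fold change of at least 1 (15, without Chordc1 at -0.96), the block, and the fits without WT replicate 1 (14), WT replicate 3 (7) or any KO library (0). The number of DEGs and of Fig. 4 genes called depended on the test, as follows, and the cause was not tested.

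DESeq2 gave 187 DEGs, 88 higher and 99 lower in KO, and called 16 of the upregulated genes of Fig. 4C, 12 of the downregulated genes and 12 of Fig. 4D. Voom gave 26 (9 and 17) and called 4, 4 and 3. The likelihood ratio test gave 211 (124 and 87) and called 15, 13 and 11. RLE scaling gave 26 (7 and 19) and called 3, 4 and 3. Upper-quartile scaling gave 31 (10 and 21) and called 5, 4 and 3. Total counts alone gave 123 (61 and 62) and called 12, 6 and 5. Without a filter there were 152 (87 and 65) among 26138 genes, and 15, 8 and 7 were called. With at least 10 counts in every library there were 3 increased DEGs and 0 of the upregulated genes of Fig. 4C were called, 1401 genes being at an unadjusted p under 0.05. Il21r did not pass that filter and has no value there. Robust dispersions gave 21 (7 and 14) and called 3 and 2 of the genes of Fig. 4C. An unadjusted p under 0.01 gave 407 genes and a log2 fold change of at least 1 left 15, which, counted by direction after the data had been seen, were 210 higher and 197 lower, and 5 and 10. The share of DEGs higher in KO was 31.2%, against 47.1% with DESeq2, 58.8% with the likelihood ratio test, 49.6% with total counts and 57.2% without a filter. Total counts moved the median log2 fold change of all genes from 0.03 to -0.13.

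Of the alternatives chosen after the data had been seen, legacy set to FALSE gave 22 DEGs (7 and 15) and called 3, 3 and 2. GC content and length offsets gave 47 (17 and 30) and called 7, 6 and 5. The alveolar type II covariate gave 49 (8 and 41) and called 2, 6 and 5, with 16.3% of the DEGs higher in KO.

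Across the 6 fits that each left out a library, DEGs ran from 0 to 791, increased DEGs from 0 to 660, decreased DEGs from 0 to 131, and Fig. 4C upregulated, Fig. 4C downregulated and Fig. 4D genes called from 0 to 12, 0 to 11 and 0 to 10. The highest values were those without WT replicate 2, with 83.4% of the DEGs higher in KO. The 0 was reached without KO replicate 1, 2 or 3, where 992, 986 and 1112 genes had an unadjusted p under 0.05. DESeq2 ran from 80 DEGs (without KO replicate 2) to 1485 (without WT replicate 2).

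The replicate numbers are shared between WT and KO, but the correlation of the deviations of same-numbered libraries was -0.08, 0.22 and 0.01, so they were not taken as pairs. With the replicate number as a block, DEGs, increased DEGs and decreased DEGs were 0, 0 and 0 and 0, 0 and 0 of the Fig. 4 genes were called, with 1776 genes at an unadjusted p under 0.05.

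Of the other 9 splits of the 6 libraries, none gave a DEG in edgeR's test, so 1 of 10 splits, the real one, gave as many as 16, the smallest share that 3 libraries against 3 allow. DESeq2 gave 0 to 50 DEGs in those splits. Reactome pathways for decreased DEGs were 5 with the DEGs of DESeq2 and 7 with DEGs at an adjusted p under 0.1, against 0, and those for increased DEGs were 0 under all 3, with 4, 13 and 6 at an unadjusted p under 0.05.

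The lists of Fig. 4C and 4D, B cell markers and heat shock genes passed in every fit. The T cell list (0.83) did not pass with an estimated correlation (0.391) or fry (0.128), nor the platelet list (0.78; 0.325 and 0.112), and the immediate early list (-0.47) not with an estimated correlation (0.0684). The Dbp arm of the clock passed with fry (0.33, adjusted p = 0.0411). With total counts, neutrophil (0.24), epithelial (0.61) and Dbp arm (0.22) lists passed, and the medians of the erythroid (-0.058), EC (-0.008), arterial EC (-0.033), lymphatic EC (-0.008) and endoplasmic reticulum stress (-0.022) lists changed sign. With the alveolar type II covariate, the macrophage (-0.25), neutrophil (-0.24), epithelial (-0.084), mesenchymal (-0.088), lymphatic EC (-0.019) and endoplasmic reticulum stress (-0.29) lists changed sign, the last of them past the threshold in that direction (adjusted p = 9.54e-07), and the flow-responsive list passed (-0.18).

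With each library left out in turn, medians ran from -0.22 to 0.45 for macrophage, -0.051 to 0.87 for neutrophil, 0.14 to 1.21 for epithelial, -0.10 to 0.38 for mesenchymal, -0.13 to 0.31 for erythroid, 0.57 to 0.95 for platelet, -0.10 to 0.29 for EC, 0.011 to 0.75 for general capillary, 0.22 to 0.64 for aerocyte, -0.10 to 0.23 for arterial EC, -0.12 to 0.38 for lymphatic EC, -0.14 to 0.42 for endoplasmic reticulum stress and -0.22 to 0.023 for flow-responsive genes. For macrophage, neutrophil and epithelial genes the highest value was that without WT replicate 2, and for EC and general capillary genes that without WT replicate 3. The epithelial and neutrophil lists passed without WT replicate 2, the EC, general capillary and aerocyte lists without WT replicate 3, the aerocyte list without KO replicate 2 and the erythroid (0.31) and flow-responsive (-0.20) lists without WT replicate 1. The endoplasmic reticulum stress list also passed without WT replicate 1, with its sign changed (-0.14), while the platelet list did not pass without WT replicate 2 (0.63).

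Over 48 genes named in the text, 712 of their values under the alternatives kept direction and side of the threshold, 47 lost and 136 gained a call, and 14 changed sign. Those 14 belong to Pecam1 and the Bcl2a1 copies, which had no clear direction. Pecam1 was at -0.048 with total counts, -0.024 with GC and length offsets and -0.092 with the covariate, and from -0.15 to 0.29 with a library left out. Bcl2a1a was at 0.018 with voom, and Bcl2a1a ran from -0.59 to 0.16, Bcl2a1b from -0.73 to 0.16 and Bcl2a1d from -0.73 to 0.31 with a library left out. These copies were near 1 CPM or lower, which limits any statement on them.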

Differences from the paper's values

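The paper reports 235 DEGs, 102 upregulated and 133 downregulated, against 16, 5 and 11 here. Among the alternatives set before the data were examined, DESeq2, which the paper's methods name, gave 187, 88 and 99, each within 1.5 times the paper's value. The likelihood ratio test came within that range for all DEGs (211) and for the upregulated (124), but not for the downregulated (87). The fit without a filter on low counts did so for the upregulated DEGs (87) and the fit without WT replicate 2 for the downregulated (131). An unadjusted p under 0.01 gave 407 genes, outside that range, and, split by direction only after the data had been seen, 210 higher and 197 lower, of which the 197 came within it. A log2 fold change of at least 1, split in the same way, left 15, 5 and 10. None of the other alternatives set before the data were examined came within 1.5 times of any of the 3 values, and neither did those chosen after the data had been seen, legacy set to FALSE (22, 7 and 15), GC content and length offsets (47, 17 and 30) and the alveolar type II covariate (49, 8 and 41).

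The paper names Cxcr5, Il21r, Ccr7, Cd22, Nos3, Klf2 and Klf4 as DEGs. None was called by the quasi-likelihood test (adjusted p of 0.0507 to 0.307), and all 7 were called by DESeq2, by the likelihood ratio test and without a filter, and had an unadjusted p under 0.01. Cxcr5, Ccr7, Cd22 and Nos3 were also called with total counts. Ccr7 was also called with RLE and upper-quartile scaling, with robust dispersions and without WT replicate 2, and, chosen after the data had been seen, with legacy set to FALSE and with GC content and length offsets. Cd22 was also called without WT replicate 1, without WT replicate 2 and with those offsets. Klf2 was also called without WT replicate 2 and with the alveolar type II covariate, which was chosen after the data had been seen. Klf4 was also called by voom, without WT replicate 2, and with the 3 settings chosen after the data had been seen.

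Of the downregulated genes in Fig. 4C and 4D, Stat3 (-0.41, adjusted p = 0.365), Bcl2a1a, Bcl2a1b and Bcl2a1d were called under none of the settings. Npas2 was called only by the likelihood ratio test, Hspd1 only by that test and without WT replicate 2, and Actb and Bcl2l1 only by DESeq2, while Npas2, Hspd1 and Bcl2l1 also had an unadjusted p under 0.01. Each of the other genes of Fig. 4C and 4D was called by DESeq2. Genes of these figures besides Cd79a and Hspa1b were also called by voom and the likelihood ratio test, with RLE, upper-quartile and total-count scaling, without a filter, with robust dispersions and without WT replicate 1, 2 or 3, and with the 3 settings chosen after the data had been seen.

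The paper's background gives LEENE as raising the expression of KDR, whereas Kdr was higher in KO lung ECs, at 0.87 (adjusted p = 0.313, quasi-likelihood test). The paper shows immune terms as enriched among upregulated DEGs and flow and lipid terms among downregulated DEGs. Those terms were not used here. No Reactome pathway passed for increased DEGs of the quasi-likelihood test (0) or of DESeq2 (0), where 4 and 13 had an unadjusted p under 0.05. Only 2 of the increased DEGs of the quasi-likelihood test belong to any pathway, too few to decide, so that 0 does not speak against the paper's terms. Immune pathways were among the 13 of DESeq2, such as Immunoregulatory interactions between a Lymphoid and a non-Lymphoid cell (adjusted p = 0.106, Fisher's exact test). Pathways of the B cell receptor (0.182) and chemokine receptors (0.215) were as well, and so were pathways of the clock. Those that passed for decreased DEGs of DESeq2 (5) were of the heat shock and stress response.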

Other observations

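The tests for GC content and for alveolar type II carry-over, including those on the fit without WT replicate 2, were chosen after the result was seen. That fit itself was set before the data were examined.

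A lower share of ECs in the KO libraries is argued against as the whole cause of the lower Nos3, Klf2 and Klf4, but is not excluded. The mean of 15 EC markers minus the mean of these 3 genes rose by 1.14 on the log2 scale (standard error 0.42). The EC markers were at 0.15 (standard error 0.32) and the 3 genes at -0.99 (standard error 0.10). With each library left out in turn, the median of the EC markers ran from -0.10 to 0.29. Offsets for GC content and length left the median of the 3 genes at -1.11 and the alveolar type II covariate at -1.0, so neither is the whole cause. Of the other flow-responsive genes, 8 of 21 were higher and 13 lower in KO, with a median of -0.10 (camera, adjusted p = 0.236), which decides nothing. The immediate early list (-0.47) and the heat shock list outside Fig. 4 (-0.84) were lower in KO as well, and whether Nos3, Klf2 and Klf4 followed a stronger stress response of the WT cells during isolation was not tested and stays open. An effect of leene on these genes stays open too.

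The number of DEGs rose from 16 to 791 without WT replicate 2, of which 660 were higher in KO. A candidate explanation is unequal carry-over of alveolar type II cells, which these values cannot decide. The median log2 fold change of 15 epithelial markers, among them Sftpc, Sftpb, Sftpa1, Sftpd and Lamp3, was 1.21 without that library. With it, the median was 0.64 (camera, adjusted p = 0.238). The mean log2 CPM of these 5 alveolar type II genes, relative to the mean of the 6 libraries, was -2.25, 0.99 and -0.74 in the WT libraries and 0.60, 0.86 and 0.55 in the KO libraries. WT replicate 2 was the highest of the 6 libraries. Leaving it out therefore raises the epithelial median in any case, whether or not carry-over caused the added DEGs. Whether a lung of WT replicate 2 was digested or sorted in another way is not stated in the paper's text, and a biological difference in these cells was not tested.

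Tsc22d3 (-1.56), Fkbp5 (-2.03) and Zbtb16 (-2.25), which glucocorticoids induce, were lower in KO, with every KO library below every WT library. They were singled out after their values were seen. The paper does not report them. Of 15 other glucocorticoid targets, 13 were lower in KO, with a median log2 fold change of -0.75. The list passed under camera (unadjusted p = 7.4e-07), but not under fry (0.0526) or with an estimated correlation (0.121). A lower glucocorticoid response in KO, such as from another handling or time of day, is therefore not settled. Whether the list fell apart from the general fall of stress genes was not tested. With the alveolar type II covariate all 15 were lower, with a median of -1.15.

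Markers of other cells were compared as lists, with adjusted p from camera. T cell markers had a median log2 fold change of 0.83 (14 of 16 higher, adjusted p = 0.000291) and platelet markers 0.78 (5 of 5 higher, adjusted p = 0.00379), neither of which passed under fry. Medians were 0.29 for macrophage (adjusted p = 0.533), 0.31 for neutrophil (0.0962), 0.21 for mesenchymal (0.956) and 0.14 for erythroid (0.627) markers. EC subtypes had medians of 0.28 for general capillary (0.419), 0.43 for aerocyte (0.0962), 0.08 for arterial (0.627) and 0.09 for lymphatic markers (0.956). Endoplasmic reticulum stress genes were at 0.13 (0.627). The neutrophil median was 0.87 without WT replicate 2 and -0.05 without WT replicate 1, the macrophage median 0.45 without WT replicate 2, -0.09 without WT replicate 1 and -0.22 without KO replicate 1, and the general capillary median 0.75 without WT replicate 3. The direction of the macrophage, neutrophil, mesenchymal, erythroid, arterial, lymphatic and endoplasmic reticulum stress lists changed under at least 1 scaling, covariate or library left out.

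Kdr, the VEGF receptor 2 gene, was at 113 ± 22.7 CPM (SD, n = 3) in WT and 207 ± 52.9 CPM (SD, n = 3) in KO, a log2 fold change of 0.87 (standard error 0.24, adjusted p = 0.313 from edgeR's quasi-likelihood test). Leo1 had a log2 fold change of -0.58 (standard error 0.16, adjusted p = 0.327 from the same test).

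The paper measured iNOS, which it names NOS1, by qPCR in the heart. In lung ECs, Nos2, the gene of iNOS, was at 2.43 ± 0.675 CPM in WT and 4.38 ± 1.03 CPM in KO, with a log2 fold change of 0.86 (standard error 0.29, adjusted p = 0.411 from edgeR's quasi-likelihood test), higher in every KO library than in every WT library.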
